# Adrenal cortex expression quantitative trait loci in a German Holstein × Charolais cross

**DOI:** 10.1186/s12863-016-0442-x

**Published:** 2016-10-06

**Authors:** Bodo Brand, Markus O. Scheinhardt, Juliane Friedrich, Daisy Zimmer, Norbert Reinsch, Siriluck Ponsuksili, Manfred Schwerin, Andreas Ziegler

**Keywords:** Gene expression, Cow, Adrenal cortex, eQTL analysis, Pathway analysis

## Abstract

**Background:**

The importance of the adrenal gland in regard to lactation and reproduction in cattle has been recognized early. Caused by interest in animal welfare and the impact of stress on economically important traits in farm animals the adrenal gland and its function within the stress response is of increasing interest. However, the molecular mechanisms and pathways involved in stress-related effects on economically important traits in farm animals are not fully understood. Gene expression is an important mechanism underlying complex traits, and genetic variants affecting the transcript abundance are thought to influence the manifestation of an expressed phenotype. We therefore investigated the genetic background of adrenocortical gene expression by applying an adaptive linear rank test to identify genome-wide expression quantitative trait loci (eQTL) for adrenal cortex transcripts in cattle.

**Results:**

A total of 10,986 adrenal cortex transcripts and 37,204 single nucleotide polymorphisms (SNPs) were analysed in 145 F2 cows of a Charolais × German Holstein cross. We identified 505 SNPs that were associated with the abundance of 129 transcripts, comprising 482 cis effects and 17 trans effects. These SNPs were located on all chromosomes but X, 16, 24 and 28. Associated genes are mainly involved in molecular and cellular functions comprising free radical scavenging, cellular compromise, cell morphology and lipid metabolism, including genes such as *CYP27A*1 and *LHCGR* that have been shown to affect economically important traits in cattle.

**Conclusions:**

In this study we showed that adrenocortical eQTL affect the expression of genes known to contribute to the phenotypic manifestation in cattle. Furthermore, some of the identified genes and related molecular pathways were previously shown to contribute to the phenotypic variation of behaviour, temperament and growth at the onset of puberty in the same population investigated here. We conclude that eQTL analysis appears to be a useful approach providing insight into the molecular and genetic background of complex traits in cattle and will help to understand molecular networks involved.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12863-016-0442-x) contains supplementary material, which is available to authorized users.

## Background

eQTL analyses and the integration of proteomic and metabolomics data in genetic analyses contributed to the understanding of genes and molecular networks of complex traits in humans [1, 2] and farm animals [3–5]. In cattle most studies investigating the genetic background of complex traits such as milk performance or reproduction used quantitative trait loci (QTL) mapping and genome-wide association studies. Recent advances of high throughput technologies promoted the utilization of transcriptomic, proteomic or metabolomics data in genetic analyses [6].

Caused by interest in animal welfare and the impact of stress on economically important traits in farm animals the adrenal gland and its function within the stress response is of increasing interest. Stress-related effects on productivity [7–9], health [10, 11] and reproduction [12, 13] in cattle are not fully understood. However, insight into molecular networks affecting these traits in cattle could contribute to the understanding of the mutual relationship between stress and obesity or stress related effects on health in humans.

Adrenal cortex is a promising target to investigate these effects, due to its impact on stress response and regulation of essential metabolic pathways [14]. Human diseases such as Addison’s disease, the Cushing’s syndrome or Conn’s syndrome that are related to aberrations in glucocorticoid or mineralocorticoid levels further accentuate its relevance [15–17]. In cattle first observations indicating the importance of the adrenal gland for economically important traits were related to reproduction and lactation [18, 19]. Recent studies in cattle and pig showed that genetic variants in the glucocorticoid receptor and mineralocorticoid receptors are associated with cortisol concentrations and meat quality traits, for example [20, 21].

Therefore we investigated the genetic background of adrenocortical gene expression in a F2 cattle population (SEGFAM). The SEGFAM population is a cross of Holstein cows that were selected for high milk yield and Charolais bulls that were selected for meat production for a long time. By crossing the two breeds a high genetic and phenotypic variance in regard to milk and meat production traits was expected due to segregation of different QTL alleles in the F2 cross [22]. The population was established to investigate the genetic and physiological background of nutrient transformation types, and first studies showed a huge phenotypic variance in regard to growth at the onset of puberty [4, 23], milk yield [24] and temperament [25, 26]. By identifying eQTL in this population we assumed to gain insight into the genetic regulation of gene expression of different nutrition types that could provide new targets for further research of genes that have an effect on economically important traits such as milk production and meat quality traits in cattle.

The aims of this study were first to identify eQTL in the adrenal cortex in cattle and secondly, to evaluate whether associated genes and molecular pathways are known to affect economically important traits in cattle. The analysed data comprised genotypes of 37,204 SNPs and expression values for 10,986 transcripts. In order to account for systemic effects and to de-correlate the expression data a sire-dam model was used during pre-processing. To account for relatedness the complete pedigree data comprising the founder and F1 generation was used. Then we performed a genome-wide eQTL analysis using an adaptive linear rank test [27] on the residuals of the sire-dam model and the genotype data. Finally, we compared the results of this study with previous studies within the same population and performed Ingenuity® Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity) and literature reviews to identify the molecular pathways involved and evaluate potential targets for further research.

## Results

### Expression quantitative trait loci

In total, 505 SNPs were identified to be associated with the expression of 129 transcripts. 

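Adrenal cortex RNA of 145 F2 cows of the Charolais and German Holstein cross was hybridised to the custom Affymetrix Bovine Gene array, with 1 array per cow. Several genes of cortical steroid synthesis gave strong signals. HSD3B1, which encodes a 3-beta-hydroxysteroid dehydrogenase, had a mean log2 signal of 13.85 ± 0.035 (SD, n = 145 cows), and CYP11A1, whose enzyme cleaves the side chain of cholesterol, had 13.14 ± 0.09. CYP17A1, which encodes the steroid 17-alpha-hydroxylase, had 13.13 ± 0.11, and SCARB1, the receptor that takes up cholesterol from high-density lipoprotein, had 13.30 ± 0.07. The cows were slaughtered up to 2011 in 25 classes of year and season with 2 to 13 cows each, 45 cows in summer, 38 in autumn, 36 in spring and 26 in winter. They were 1127 to 1774 days old, with a mean of 1321 ± 120.4 days (SD). The authors summarised the probes of each transcript with RMA, which corrects the background, quantile-normalizes the arrays and gives log2 values, and kept 10986 transcripts detected above background. The values ran from 1.31 to 14.495, the medians of the arrays from 7.89 to 8.08, and the correlation of any pair of arrays across transcripts, which are not independent replicates, from 0.895 to 0.991. Here, each transcript was fitted in limma with the class of year and season and the age at slaughter, and the residuals were taken as the variation between cows. The paper's model also held the sire and dam of each cow. Pedigree and genotypes were not analysed here, so family effects stay in the residuals and the associations named are the paper's. The number of arrays limits the precision.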

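Transcripts with an eQTL varied more between cows than other transcripts of the same mean level. The residual SD of the 135 transcripts of Additional file 1 had a median of 0.38 on the log2 scale. The median over 10000 lists of as many other transcripts, matched in deciles of the mean, was 0.24, and the highest of these lists reached 0.28 (two-sided permutation test, p = 2e-04, the smallest that this number of lists can give). OAS1, an antiviral enzyme induced by interferon, had a mean of 6.90 and a residual SD of 1.99, and GNLY, a protein of cytotoxic granules, had a mean of 6.42 and a residual SD of 1.94. OR6C2, an olfactory receptor gene, had a residual SD of 1.37, and POLR2L, a subunit of RNA polymerase II, had 1.29. Of the 135 transcripts, 118 lay above the median residual SD of their decile. They made up 1.23% of all transcripts and 7 of the 10 with the largest residual SD, as well as 12 of the largest 50. The list was chosen by the study on these cows, so its spread is not independent evidence. From differences in such residuals between the genotype groups of a SNP, the paper concludes that the SNP is associated with the transcript.

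**Figure D1:**
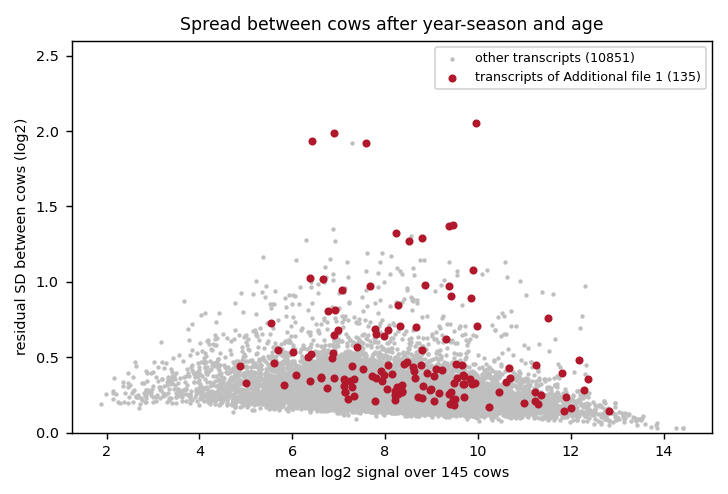
Residual SD between cows against the mean log2 signal, both over 145 cows, for the 135 transcripts of Additional file 1 (red) and the 10851 other transcripts (grey). Each point is 1 transcript, and OAS1 and GNLY are among the red points near a residual SD of 2 log2 units.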

A complete list of eQTL including the chromosomal position and annotation of the SNP and the gene encoding the transcript is provided in Additional file 1. In addition to Benjamini-Hochberg adjusted *p*-values of the adaptive linear rank test we also included the unadjusted *p*-values of adaptive linear rank test, Kruskal Wallis-test and ANOVA for completeness. The number of eQTL per chromosome is shown in Fig. 1. Identified associations and the corresponding genomic position for both SNP and the gene encoding the transcript are shown in Fig. 2. eQTL were identified on all chromosomes except on chromosomes X, 16, 24 and 28. The highest number of associations was observed on chromosome 23 comprising 55 SNPs associated with 11 transcripts. 

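The chromosome 23 transcripts of Additional file 1 include genes of the major histocompatibility complex with wide variation between cows. BOLA, the heavy chain of MHC class I (cluster 12802789, chromosome 23 from 27862916 to 27867536 on UMD3.1), had a mean log2 signal of 9.96 and a residual SD of 2.05, the largest of all 10986 transcripts. Its residuals fell into 2 components of 47 and 98 cows, with means 3.71 component SDs apart (normal mixtures of equal variance, chosen by BIC with mclust). BOLA-DQA1, an alpha chain of MHC class II (cluster 12804655, from 25426554 to 25430162), had a mean of 9.47 and a residual SD of 1.38, with components of 20 and 125 cows. HLA-B, another class I gene (cluster 12805748, from 28502521 to 28506312), had a mean of 9.89 and a residual SD of 1.08 in 1 component. HIST1H2AC, a gene of histone H2A, had a mean of 6.93 and a residual SD of 0.82. TMEM14C, a mitochondrial membrane protein of heme synthesis, had a mean of 12.28 and a residual SD of 0.28, with components of 60 and 85 cows. The transcript without a gene symbol at cluster 12804528 varied least, with a residual SD of 0.14. GSTA4, a glutathione transferase, had 0.27, ZFP57, a zinc finger protein, 0.36, and PGBD1, a gene derived from a transposase, 0.33.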

Apparently, in the case of most of these associations (482 of 505) both the SNP and the gene encoding the transcript were located on the same chromosome (cis associations). Only for 17 associations SNPs and genes were located on different chromosomes (trans associations). For the remaining six associations the position of the SNP was unknown.

**Fig. 1:**
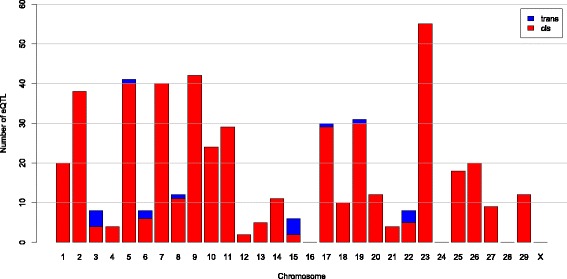
Distribution of eQTL across chromosomes. The number of cis (red) and trans eQTL (blue) per chromosome is shown as bars

**Fig. 2:**
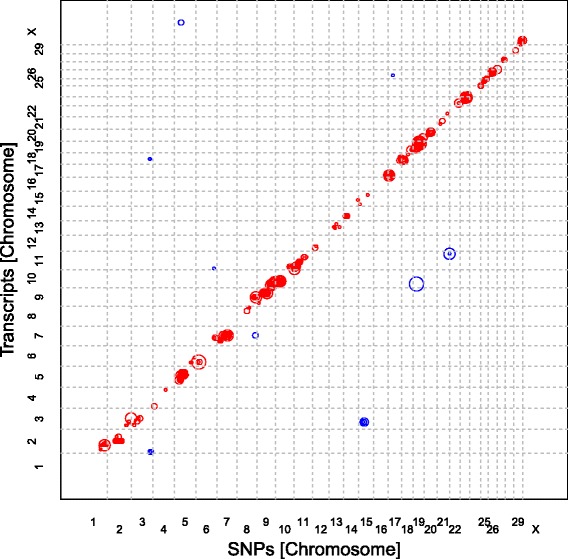
Position of eQTL in regard to the genomic location of the SNP and the gene encoding the transcript. The position of eQTL is plotted in regard to the genomic location of the SNP (x-axis) and the gene encoding the transcripts (y-axis). The size of the circles indicates the magnitude of the *p*-value with larger circles indicating smaller *p*-values. Red circles indicate cis and blue circles trans eQTL

Genomic distances between SNPs and genes for all 482 cis associations are shown in Fig. 3. Most of these SNPs (343 of 482) were located in close vicinity (less than 5 MB) to the gene encoding the transcript. On the other hand, the expression of *LYPD6B* (Chr. 2), *GRIP1* (Chr. 5), *SNCB* (Chr. 7), *COQ3* (Chr. 9) and *ALDH5A1* (Chr.23), for example, was associated with 21, 15, 35, 28 and 20 SNPs, respectively. These SNPs were located up to 30 MB up- or downstream of the gene encoding the transcript. 

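Expression of these 5 genes differed between cows by very different amounts. SNCB, which encodes beta-synuclein (cluster 12884353, chromosome 7 from 39447681 to 39456598 on UMD3.1), had a mean log2 signal of 8.24 and a residual SD of 1.32. Its residuals fell into a group of 95 cows around -0.76 and a group of 50 cows around 1.44, 3.76 component SDs apart. LYPD6B, a protein of the LY6 family (cluster 12784371, chromosome 2 from 47068529 to 47302218), had a mean of 6.89 and a residual SD of 0.65 in 1 component. GRIP1, a scaffold protein of glutamate receptors (cluster 12856688, chromosome 5 from 47467839 to 47607154), had a mean of 7.98 and a residual SD of 0.38, with components of 108 and 37 cows. COQ3, a methyltransferase of ubiquinone synthesis (cluster 12898602, chromosome 9 from 51053688 to 51077752), had a mean of 10.61 and a residual SD of 0.33, with 1 cow apart from components of 95 and 49 cows. ALDH5A1, a semialdehyde dehydrogenase of GABA metabolism (cluster 12806154, chromosome 23 from 32950888 to 32976657), had a mean of 8.64 and a residual SD of 0.36, with components of 51 and 94 cows. None of these genes passed the test for a slope on the year of slaughter (limma, adjusted p from 0.387 for COQ3 to 0.992 for LYPD6B). Which cows carry which genotype was not analysed here, so the components are groups of values and not of genotypes.

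**Figure D2:**
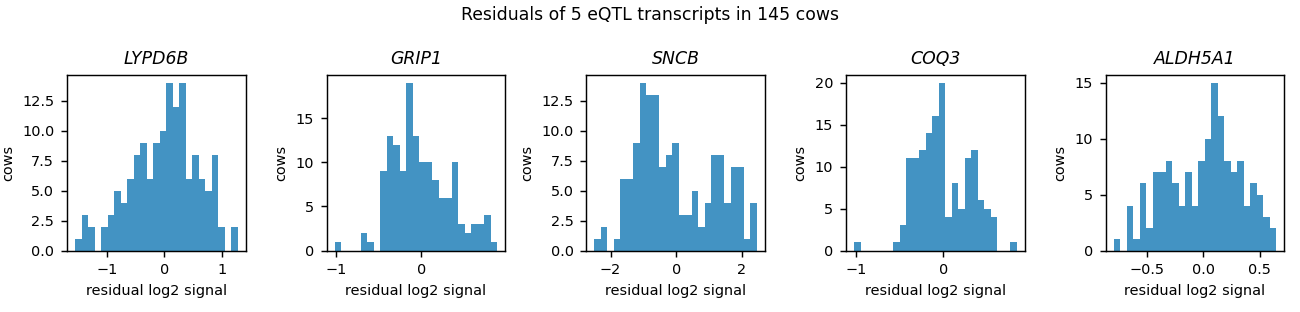
Number of cows (y axis) by residual log2 signal (x axis) after year-season and age were removed, for LYPD6B, GRIP1, SNCB, COQ3 and ALDH5A1 in 145 cows. SNCB shows 1 group of values below 0 and another above 1.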

Considering that we investigated a F2 population that showed considerable linkage disequilibrium ([28] and Additional file 2) a clear discrimination between local and distant or cis and trans eQTL was hindered for these eQTL [29, 30]. Therefore, we assumed a cis or chromosome specific effect for all eQTL for which the SNP and the associated gene were located on the same chromosome. For the 17 eQTL for which the SNP and the gene encoding the transcript were located on different chromosomes a trans-regulatory effect was assumed.

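ULBP3, a ligand of the activating receptor NKG2D of natural killer cells (cluster 12901612, chromosome 9 from 85948710 to 85961160 on UMD3.1), varied most between cows among the transcripts with a trans association. It had a mean log2 signal of 7.59 and a residual SD of 1.92, and its residuals fell into 3 components of 64, 36 and 45 cows. The paper lists cis as well as trans associations for ULBP3 and for SNCB, which had a residual SD of 1.32. The transcript LOC505058 on chromosome 11 had a mean of 7.67 and a residual SD of 0.97, and LOC782233 on chromosome 3 had a mean of 8.67 and a residual SD of 0.70, with components of 97 and 48 cows. GDPD2, a glycerophosphodiester phosphodiesterase, had a mean of 9.32 and a residual SD of 0.62, and PTPN13, a protein tyrosine phosphatase, had 7.39 and 0.56. PPIH, a cyclophilin of the spliceosome, had a mean of 9.70 and a residual SD of 0.32. RPP30, a subunit of ribonuclease P (cluster 12820938, chromosome 26 from 12531280 to 12559201), varied least, with a mean of 8.71 and a residual SD of 0.23. With the year of slaughter, LOC505058 rose by 0.15 log2 units per year (standard error 0.044, adjusted p = 0.00317 from limma, and adjusted p from 1.15e-04 without 2005 to 0.134 without 2011 over the alternatives). LOC782233 rose by 0.07 (standard error 0.030, adjusted p = 0.0360) and PTPN13 fell by 0.09 (standard error 0.024, adjusted p = 0.00195). For LOC782233 and PTPN13 the slopes under the alternatives were not examined.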

**Fig. 3:**
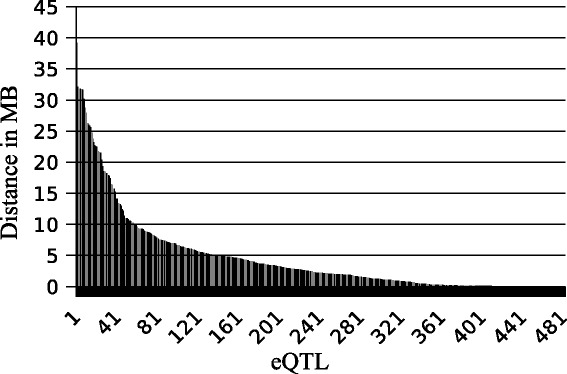
Distance between SNP and the gene encoding the affected transcript. The distance between the genomic location of the SNP and the start position of the gene encoding the transcript is shown for all 482 eQTL for which the SNP and the gene encoding the affected transcript were located on the same chromosome

### Ingenuity® pathway analysis

In order to gain insight into molecular and cellular functions and regulatory processes, in which the genes encoding the 129 identified transcripts are involved in, Ingenuity® pathway analysis was performed. The analysis indicated that the genes are mainly involved in molecular and cellular function comprising free radical scavenging, cellular compromise, cell morphology, lipid metabolism and small molecule biochemistry. 

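Within each of these Table 1 functions, the mean correlation of the genes between cows lay within the range of matched random lists. EPAS1, the hypoxia-inducible factor 2-alpha, had a mean log2 signal of 11.30 and a residual SD of 0.19, and PHYH, the enzyme that starts the breakdown of phytanic acid, had 11.99 and 0.16. GSTO1, a glutathione transferase (cluster 12819218), had a mean of 9.86 and a residual SD of 0.89, with 6 cows in a low component and 139 in a high component. SLC2A9, a urate transporter, had 9.54 and 0.46, EXTL2, a glycosyltransferase, 7.52 and 0.42, and MGAT5, a glycosyltransferase of N-glycan branching, 9.71 and 0.23. The mean correlation of residuals between genes was -0.0336 for the 5 genes of free radical scavenging (adjusted p = 0.894 against matched lists), 0.0813 for the 4 of cellular compromise (adjusted p = 0.683) and -0.000421 for the 7 of cell morphology (adjusted p = 0.941). For the 8 genes of lipid metabolism it was -0.0402 (adjusted p = 0.380), and for the 12 of small molecule biochemistry -0.0207 (adjusted p = 0.387). SLC2A9 fell with the year of slaughter by 0.09 log2 units per year (standard error 0.020, adjusted p = 1.17e-04 from limma). The lists were chosen by the study on these cows and share genes, so they are not independent of one another. Genes that move in opposite directions cancel in a mean correlation.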

A complete list of the top five diseases and bio functions including the related genes is provided in Table 1. The results of the Ingenuity® Pathway upstream analyses are provided in Tables 2 and 3. 

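The transcripts that the paper lists as prolactin targets were LHCGR, LYVE1, VIM and XDH (Table 2). LHCGR, the receptor of luteinizing hormone (cluster 12703930, chromosome 11 from 30823435 to 30887992 on UMD3.1), was a low and variable transcript, with a mean log2 signal of 6.38 and a residual SD of 1.03, at percentile 99.8 of the residual SDs in its decile of mean level. LYVE1, a hyaluronan receptor of lymphatic endothelium (cluster 12726925, chromosome 15 from 42678184 to 42692474), was high and varied little, with a mean of 11.90 and a residual SD of 0.24. The residuals of the 4 genes had a mean correlation of 0.0183 between cows, within the range of matched random lists (two-sided p = 0.827, adjusted p = 0.894). No transcript of the 10986 carries the symbol PRL.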

Prolactin was the most important upstream regulator. The most important causal networks were related to *ESRRG*, *GNRH1* and the two retinoic acid receptors *RARG* and *RARB* as master regulators (Table 3). 

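Of the master regulators, RARG, a nuclear receptor of retinoic acid (cluster 12861950), had a mean log2 signal of 6.74 and a residual SD of 0.25. None of the transcripts carries the symbol ESRRG, GNRH1 or RARB. For the targets listed in Table 3, the mean correlation of residuals between cows lay within the matched random lists. It was 0.0179 for the 6 ESRRG targets (adjusted p = 0.855), -0.00714 for the 14 GNRH1 targets (adjusted p = 0.683) and -0.0285 for the 11 targets of RARG and RARB (adjusted p = 0.359). Targets that move in opposite directions cancel in this mean, so it does not show that they vary independently. P2RX5, an ATP-gated ion channel among the GNRH1 targets, had a mean of 8.77 and a residual SD of 0.45. RPL13, a protein of the large ribosomal subunit in the same list, had a mean of 9.68 and a residual SD of 0.32 (cluster 12750457, chromosome 18 from 14533164 to 14535553 on UMD3.1). It rose with the year of slaughter by 0.08 log2 units per year (standard error 0.014, adjusted p = 2.05e-07 from limma).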

Most of the affected diseases and bio functions as well as the most important causal networks and the most important upstream regulators are related to a relatively small number of genes that are involved in many of the identified pathways and causal networks, such as *CYCS*, *LHCGR*, *TF*, *VIM*, *XDH*, *CYP27A1* and *NQO1*.

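Several of these genes were among the more variable transcripts of their expression level. TF, the iron carrier transferrin (cluster 12683216, chromosome 1 from 136683311 to 136722309 on UMD3.1), had a mean log2 signal of 8.27 and a residual SD of 0.85, at percentile 99.3 of the residual SDs in its decile of mean level. VIM, the intermediate filament vimentin (cluster 12713572, chromosome 13 from 31945012 to 31952941), had a mean of 11.51 and a residual SD of 0.76, at percentile 98.9. Its residuals fell into a group of 100 cows around -0.40 and a group of 45 cows around 0.88. XDH, which oxidises purines (cluster 12703781, chromosome 11 from 14176297 to 14236376), had 9.65 and 0.45, at percentile 96.5, with 4 cows in a low component. NQO1, a quinone reductase (cluster 12757637, chromosome 18 from 36911356 to 36924689), had 11.81 and 0.39, at percentile 95.5. CYP27A1, the sterol 27-hydroxylase (cluster 12776290, chromosome 2 from 107462687 to 107504971), had 10.45 and 0.27, at percentile 82.4. CYCS, cytochrome c of the respiratory chain (cluster 12849898, chromosome 4 from 71186306 to 71189109), had a low mean of 5.61 and a residual SD of 0.46, at percentile 87.3. CYCS rose with the year of slaughter by 0.06 log2 units per year (standard error 0.021, adjusted p = 0.0211 from limma), but its slope was -0.0092 (adjusted p = 0.850) in the cows from 2007 on. Its adjusted p was 0.0588 without the first year, 0.177 without 2005, 0.0576 without 2006 and 0.0544 without 2010.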

**Table 1:** Top five diseases and bio functions of the Ingenuity® pathway analyses

Category	*p*-value	Molecules
Molecular and Cellular Function		
Free Radical Scavenging	2.69E-02-9.18E-02	*TF, EPAS1, NQO1, CYCS, XDH*
Cellular Compromise	2.69E-02-5.98E-02	*VIM, NQO1, CYCS, XDH*
Cell Morphology	2.69E-02-9.04E-02	*VIM, MGAT5, LHCGR, NQO1, CYCS, GDPD2, XDH*
Lipid Metabolism	2.69E-02-9.39E-02	*VIM, EPAS1, NQO1, LHCGR, CYCS, XDH, CYP27A1, PHYH*
Small Molecule Biochemistry	2.69E-02-9.39E-02	*VIM, LYVE1, GSTO1, SLC2A9, EPAS1, NQO1, LHCGR, CYCS, XDH, CYP27A1, PHYH, EXTL2*
Diseases and Disorders		
Inflammatory Response	2.69E-02-9.39E-02	*VIM, GSTO1, TF, MGAT5, EPAS1, NQO1, LHCGR, CYCS, XDH*
Neurological Disease	2.69E-02-9.39E-02	*VIM, GSTO1, TF, MGAT5, LHCGR, NQO1, XDH, CYP27A1, PHYH*
Organismal Injury and Abnormalities	2.69E-02-9.48E-02	*VIM, TF, PTP4A2, MGAT5, EPAS1, LHCGR, NQO1, XDH, PHYH*
Psychological Disorders	2.69E-02-8.3E-02	*VIM, GSTO1, TF, NQO1, CYP27A1, PHYH*
Reproductive System Disease	2.69E-02-8.7E-02	*TF, PTP4A2, LHCGR, PHYH*
Physiological System Development and Function		
Reproductive System Development and Function	2.69E-02-9.39E-02	*TF, PTP4A2, EPAS1, LHCGR*
Tissue Morphology	2.69E-02-9.39E-02	*VIM, TF, EPAS1, LHCGR, NQO1, XDH, PHYH*
Embryonic Development	2.69E-02-7.84E-02	*VIM, LYVE1, TF, PTP4A2, EPAS1, LHCGR, NQO1, GDPD2*
Cardiovascular System Development and Function	2.69E-02-8.7E-02	*VIM, TF, MGAT5, EPAS1, CYCS, XDH*
Hematological System Development and Function	2.69E-02-9.39E-02	*TF, MGAT5, EPAS1, NQO1, LHCGR, CYCS, XDH*

The top five molecular and cellular functions, diseases and disorders as well as physiological system development and functions are displayed, Benjamini-Hochberg adjusted *p*-values and the related genes

**Table 2:** Top five upstream regulators of the Ingenuity® upstream analyses

Upstream regulator	Molecule type	*P*-value of overlap	Target molecules in dataset
PRL	cytokine	6.07E-04	*LHCGR, LYVE1, VIM, XDH*
NRF1	transcription regulator	7.77E-04	*CYCS, NQO1*
MAPK7	kinase	1.13E-03	*NQO1, VIM*
NFE2L2	transcription regulator	2.57E-03	*EPAS1, GSTO1, NQO1*
CHD5	enzyme	2.80E-03	*VIM*

**Table 3:** Top four master regulators of the Ingenuity® upstream analyses

Master regulator	*P*-value of overlap	Target molecules in dataset
ESRRG	5.07E-05	*CYCS, LHCGR, LYVE1, TF, VIM, XDH*
GNRH1	1.44E-04	*CYCS, CYP27A1, EPAS1, EXTL2, LHCGR, LYVE1, NQO1, P2RX5, PHYH, RPL13, SLC2A9, TF, VIM, XDH*
RARG	1.73E-04	*CYCS, CYP27A1, EPAS1, GSTO1, LHCGR, LYVE1, MGAT5, NQO1, TF, VIM, XDH*
RARB	1.81E-04	*CYCS, CYP27A1, EPAS1, GSTO1, LHCGR, LYVE1, MGAT5, NQO1, TF, VIM, XDH*

## Discussion

In order to identify molecular pathways that potentially influence the phenotypic variation of economically important traits in cattle we investigated the genetic background of adrenocortical gene expression in an experimental F2 population of a Charolais × German Holstein cross. We identified 505 SNPs associated with the expression of 129 genes. 

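The residuals of transcripts with an eQTL were described by several components more often than those of other transcripts. The residuals of 35 of 135 transcripts (25.9%) were described by several normal components, 31 by 2 and 4 by 3. Among 10000 matched lists of other transcripts the median share was 5.19% and the highest 14.1% (two-sided permutation test, p = 2e-04, the smallest possible). The study chose these transcripts because their values differ between genotype groups in the same cows, so the higher share follows in part from the selection and is not independent evidence. OAS1 had components of 41 and 104 cows, GNLY of 33 and 112, and POLR2L of 67 and 78. SUMO2, a small ubiquitin-like modifier, had 3 components of 48, 65 and 32 cows, and OR6C2 had 12 cows apart from 133. With components of unequal variance, 26 transcripts had several, and 4 passed the threshold of the bimodality coefficient. In simulated data, an additive genotype effect of 4 residual SDs per allele gave several components in 99% of transcripts before the class means of year and season were removed and in 9% after, and a dominant effect of that size gave 100% before and 89% after (97% and 51.5% at 3 SDs), so 1 component does not show that genotype groups are missing.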

We also showed that some of these genes are involved in molecular pathways affecting economically important traits in cattle. In comparison with eQTL mapping studies in other species the proportion of cis eQTL (482) compared with trans eQTL (17) observed in our study is high. This is in line with the observation that the number of identified local or cis eQTL is related to sample size, extent of linkage disequilibrium, size of the window applied for cis eQTL and effect size of eQTL which is assumed to be stronger for cis eQTL in comparison with trans eQTL [29–31]. A reason for the high number of cis eQTL observed in our study might be that we assumed a cis or chromosome specific effect for all associations for which SNP and gene were located on the same chromosome. We decided to use this definition for cis associations for two reasons. Firstly, the extent of linkage disequilibrium observed in the studied population is vast ([28] and Additional file 2) and, secondly, the relative genomic position of SNP and associated gene does not necessarily provide information about the underlying regulatory variation [29]. However, even a window size of 1 MB which is often used to differentiate cis and trans effects would result in a higher number of cis eQTL (314) in comparison with trans eQTL (191). In addition, the extent of linkage disequilibrium and the high number of transcripts that are associated with more than one SNP in close vicinity to the gene encoding the transcript also indicated that the identified SNPs are not necessarily the causal variants but are in linkage disequilibrium to the causal polymorphisms and that the identified associations rather indicate genomic regions harbouring the causal variants affecting the transcript abundance.

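Transcripts listed for the same SNP had correlated values between cows. The study listed both transcripts of such a pair for their association with 1 SNP in these same cows, so a correlation follows from the selection and is not independent evidence. Over the 17 pairs of transcripts that share a SNP in Additional file 1, the absolute correlation of the residuals had a mean of 0.502 ± 0.2999 (SD). It was 0.176 over the 368 other pairs on the same chromosome and 0.140 over 8660 pairs on different chromosomes (permutation test over pairs, p = 1e-05 for both, the smallest possible). Pairs share transcripts and are not independent, and the cows are related, so the p-values of single correlations may be too small. Some pairs lie in 1 gene or overlap, and the mean of the 12 other pairs was 0.335 (p = 1.2e-04 against the same chromosome). LYPD6B and its neighbouring paralog LYPD6 rose and fell together (r = 0.726, rho = 0.727, each with permutation p = 1e-05 and adjusted p = 1.89e-05 for r over the 17 pairs, and r = 0.709 without the 2 cows farthest from the median). COA5, an assembly factor of cytochrome c oxidase, and UNC50, a Golgi protein, ran in opposite directions (r = -0.332, p = 3e-05, adjusted p = 4.64e-05, rho = -0.354, p = 1e-05, and r = -0.303 without the 2 farthest cows). ZFP57 and PGBD1 did so too (r = -0.317, p = 3e-05, adjusted p = 4.64e-05, rho = -0.323, p = 8e-05, and r = -0.309 without the 2 farthest cows). For SUMF2, an enzyme-like protein of the endoplasmic reticulum, and the unnamed cluster 12815000, r was 0.0827 (p = 0.325, rho = 0.0589, p = 0.479). Some of these transcripts have several components. Over the 7 pairs in which neither transcript does, the mean was 0.4996 (p = 3e-05 against the same chromosome), and over the 5 of them that do not overlap or lie in 1 gene it was 0.356 (p = 0.00443), both selections made after seeing the data. From linkage disequilibrium and the many SNPs per transcript, the paper reasons that the associations mark regions that hold the causal variants.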

Ingenuity® pathway analyses of genes encoding affected transcripts revealed that some of the genes are involved in “Diseases and Bio Functions” like lipid metabolism, inflammatory response and reproductive system development and function. This indicates that the identified eQTL potentially contribute to the phenotypic variation of economically important traits in cattle. For some of the genes there is evidence that they have an effect on reproduction, milk performance, growth or health traits, based on genetic and molecular studies in cattle and other farm animals. The following sections comprise details for selected genes. In addition, comparisons with studies within the SEGFAM population indicate that some of the genes affected by eQTL contribute to the phenotypic variation of behaviour, temperament and growth at the onset of puberty. Since the effects of adrenocortical gene expression on most of the economically important traits in cattle still have to be investigated, for other genes only the contribution to disease phenotypes in human or mice or the involvement in specific metabolic pathways like reproductive system development and function suggests that they might contribute to the phenotypic variation of economically important traits in cattle. In addition, the sheer existence of genomic regions affecting the adrenocortical transcript abundance of genes that are known to influence economically important traits in cattle is no evidence that the adrenocortical transcript abundance is causal, but similar effects might be present in other organs and tissues [29] providing insight into molecular mechanisms that contribute to the phenotypic variation in cattle. Subsequently we will discuss some of the genes that were highlighted by the functional analyses and that have been discussed to be involved in the phenotypic manifestation in cattle in other studies.

### Genes involved in reproduction and other traits

*Vimentin* (*VIM*) is a type III intermediate filament that is expressed in cells of mesenchymal origin and has key functions in the formation of the cytoskeletal network, organelle positioning, cell migration and adhesions as well as in cell signaling [32]. *VIM* expression has been shown to be required for the development and establishment of the embryo in cattle. It was reported to be differentially expressed between nuclear transfer and by in vitro fertilization produced embryos [33, 34]. Nowadays in vitro production of embryos is common and approximately 15 % of all embryos are produced by in vitro technologies in cattle [35, 36].

The *luteinizing hormone/chorigonadotropin receptor* (*LHCGR*) is a G-protein-coupled receptor that is mainly known for binding luteinizing hormone and chorionic gonadotropin and mediating their cellular actions. In humans inactivating mutations in the *LHCGR* gene have been shown to cause infertility in both male and female [37]. In addition, *LHCGR* is discussed to be involved in the manifestation of the pregnancy induced Cushing’s Syndrome due to adrenocortical *LHCGR* overexpression that may lead to adrenocortical hyperfunction [38–40]. In cattle, polymorphisms within the *LHCGR* gene have been shown to be associated with calving interval, days to first service and milk yield [41] as well as with superovulation traits [42–44] that are important for generating a high number of eggs for the production of embryos [35, 36].

The *cytochrome P450, family 27, subfamily A, polypeptide 1* (*Cyp27A1*) is a key-enzyme in Vitamin D3 metabolism [45] and is required for bile acid synthesis [46, 47]. In cattle, Vitamin D3 supplementation has been shown to affect dry-matter intake and beef tenderness [48]. In a previous study in the SEGFAM population, metabolites that belong to the sub class “Vitamine D3 and derivates” of Sterol Lipids were important for the classification of temperament types based on prefrontal cortex and serum metabolites [25]. In addition, likewise to *LHCGR*, *Cyp27A1* has also been discussed to be important for reproduction [49] but has also been shown to affect milk yield and somatic cell score [50], an important production and an important health trait in dairy cattle, respectively.

### Genes involved in milk production and other traits

The *xanthine dehydrogenase* (*XDH*) is a xanthine oxidoreductase that belongs to the group of molybdenum iron-sulfur flavin hydroxylases. *XDH* contributes to the detoxification of endogenous or xenobiotic compounds and is involved in the oxidative metabolism of purines [51, 52]. In cattle *XDH* has been shown to be upregulated during the lactation cycle due to its contribution to lipid droplet formation [53]. In addition, *XDH* protein abundance has been shown to increase in the first nine days of lactation in milk serum [54], and [55] suggested *XDH* to be a candidate gene for milk production and mastitis susceptibility based on studies in mouse and cattle.

*Transferrin* (*TF*) together with ferritin is important for acquisition, transport and storage of iron which is essential for many metabolic processes like the synthesis of hemoglobin for oxygen transport [56]. In cattle, *TF* has been shown to be highly polymorphic [57] and a study in Chinese native cattle indicated that *TF* polymorphisms are associated with protein yield, 305-day milk yield and mastitis susceptibility. In addition, they showed that *TF* mRNA expression was higher in mastitis affected in comparison with unaffected mammary tissue [58].

### Genes potentially affecting behavior and temperament

The *aldehyde dehydrogenase 5 family, member A1* (*ALDH5A1*) is a semialdehyde dehydrogenase that is important for the metabolism of γ-aminobutyric acid (GABA) the major inhibitory neurotransmitter in the brain [59]. A differential expression of *ALDH5A1* has been reported in Angus cattle selected for high or low residual feed intake [60]. Increased levels of 2,4-dihidroxy-butanoic acid have been observed in the urine of patients suffering from semialdehyde dehydrogenase deficiency [61] and an accumulation of gamma-hydroxybutyric acid (GHB) and GABA in the central nervous system was reported in ALDH5A1−/− mice [62]. 2,4-dihidroxy-butanoic was priviously identified to be a potential biomarker in Alzheimer’s disease [63] and a temperament type related abundance of 2,4-dihidroxy-butanoic acid as well as of γ-aminobutyric acid acid has also been observed in temperament type specific metabolite profiles of the prefrontal cortex of animals with extrem temperament types deriving from the SEGFAM population [25]. Interestingly *ALDH5A1* is located on chromosome 23 in the genomic region were bovine MHC genes are located. In this genomic region we identified a high number of SNPs that were not only associated with the expression of *ALDH5A1* but also with the expression of some MHC genes like the *MHC class I heavy chain BOLA* and the *major histocompatibility complex BOLA-DQA1*. This genomic region has been reported to be associated with the antibody mediated immune response in Canadian Holstein cows [64].

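Among the cows with high values of ALDH5A1, the gene varied together with 1 histone and 1 MHC transcript of this region. The residuals of ALDH5A1 fell into a low component and a high component, so correlations are also given within each, which narrows the range of ALDH5A1. The test set beforehand took all 145 cows. The split by components and its family of 28 correlations were not among the tests set beforehand. Over all 145 cows, which mixes the components, 9 of the 11 other transcripts passed, and 8 to 10 under the alternatives. Among those that passed were BOLA (r = -0.270, permutation test, adjusted p = 0.00202, rho = -0.246) and BOLA-DQA1 (r = -0.257, adjusted p = 0.00275, rho = -0.302). HLA-B, whose cluster the platform annotates as BOLA, passed with the opposite sign (r = 0.397, adjusted p = 5.5e-05, rho = 0.401). Among the 94 cows of the high component, ALDH5A1 rose with HLA-B (r = 0.46597, p = 2e-05, rho = 0.431, p = 3e-05) and with HIST1H2AC (r = 0.417, p = 3e-05, rho = 0.393, p = 7e-05), each with an adjusted p of 4.2e-04 for r over the family of 28 correlations. Without the 2 farthest cows r was 0.442 and 0.406. It fell as the unnamed cluster 12804528 rose (r = -0.385, p = 1.1e-04, adjusted p = 0.00103, rho = -0.370, p = 3.1e-04, and -0.389 without the 2 farthest cows). Among the 51 cows of the low component, r was 0.127 with HLA-B (p = 0.373, adjusted p = 0.640, rho = 0.184, p = 0.195, and 0.251 without the 2 farthest cows) and 0.338 with HIST1H2AC (p = 0.0148, adjusted p = 0.061, rho = 0.387, p = 0.00511, adjusted p = 0.0239 for rho, and 0.446 without the 2 farthest cows). In these cows ALDH5A1 rose with PGBD1 (r = 0.501, p = 2.5e-04, adjusted p = 0.0014, rho = 0.494, p = 3.1e-04, and 0.505 without the 2 farthest cows), while in the high component r was 0.0287 (p = 0.786, rho = 0.0729, p = 0.483, and 0.0873 without the 2 farthest cows). For BOLA and BOLA-DQA1 the correlations did not pass within the components of ALDH5A1, a split that takes out the difference between these components. With BOLA r was -0.0452 in the low component (p = 0.754, rho = -0.0384, p = 0.789, and 0.0178 without the 2 farthest cows) and 0.248 in the high component (p = 0.0152, adjusted p = 0.061, rho = 0.202, p = 0.0512, and 0.220 without the 2 farthest cows). With BOLA-DQA1 it was -0.142 (p = 0.322, rho = -0.200, p = 0.160, and -0.105 without the 2 farthest cows) and 0.0683 (p = 0.519, rho = 0.0084, p = 0.936, and 0.0692 without the 2 farthest cows). BOLA-DQA1 also has separate groups of values, and among the 125 cows of its high component, which were not split by ALDH5A1, r was -0.337 (p = 2.3e-04, adjusted p = 0.0014, rho = -0.303, p = 6.9e-04, and -0.317 without the 2 farthest cows), while among the 20 of its low component it was 0.364 (p = 0.114, adjusted p = 0.356, rho = 0.292, p = 0.214, and 0.205 without the 2 farthest cows). Within the components of BOLA, r with ALDH5A1 was -0.151 in 47 cows (permutation p = 0.311, adjusted p = 0.640, rho = -0.199). In the other 98 cows it was -0.111 (p = 0.276, adjusted p = 0.640, rho = -0.0906). Whether the components differ in these correlations was not tested. The permutations treated the cows as independent although they are related, so these p-values may be too small.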

Another study analyzed the impact of genetic variants on behaviour characteristics assessed in an open field and novel object test within the SEGFAM population [28]. 

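NME6, a nucleoside diphosphate kinase (cluster 12795069, chromosome 22 from 52126504 to 52133264 on UMD3.1), had a mean log2 signal of 8.91 and a residual SD of 0.40, at percentile 89.7 of the residual SDs in its decile of mean level. RAB32, a small GTPase of lysosome-related organelles (cluster 12897667, chromosome 9 from 84937643 to 84969790), had a mean of 8.29 and a residual SD of 0.27, at percentile 61.7. The residuals of both were described by 1 component over the 145 cows. Both genes rose with the year of slaughter. NME6 rose by 0.07 log2 units per year (standard error 0.017, adjusted p = 3.2e-04 from limma), and RAB32 by 0.06 (standard error 0.012, adjusted p = 7.71e-06). For NME6 the adjusted p ran from 8.26e-05 with residual components as covariates to 0.0815 in the cows from 2007 on.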

We identified three SNPs (ARS-BFGL-NGS-2942/rs110027993, ARS-BFGL-NGS-98658/rs109674592, ARS-BFGL-NGS-27299/rs109313646) that affect the expression of *NME6* and *RAB32* in this study. The same SNPs were previously identified to be associated with the inactivity in an open field test and the explorative behaviour in a novel object test, respectively [28].

The *NME/NM23 nucleoside diphosphate kinase 6* (*NME6*) is a nucleoside diphosphate kinase. Little is known about its function besides that it is assumed to play a role in cell growth and cell cycle progression [65, 66]. In addition, a recent study in pig indicated that *NME6* is located in a QTL region associated with back fat [67].

*RAB32, member RAS oncogene family* (*RAB32*) belongs to the RAB family of small GTP-binding proteins. It is involved in the biogenesis of lysosome-related organelles like melanosomes [68]. Similar to *NME6* we could not find any additional information other than a suggested role in lipid metabolism [69].

### Ingenuity® upstream analysis

The upstream analysis revealed *PRL*, *ESRRG* and *GNRH1* as upstream or master regulators, providing insight into regulatory mechanisms that are potentially affected by eQTL.

*Prolactin* (*PRL*) is an anterior pituitary protein hormone that is not only important for reproduction but is also involved in the control of behaviours [70]. In cattle especially the effects of *PRL* in regard to lactation and milk production have been investigated. In the last years several studies in cattle investigated the inhibition of PRL-release on milk yield and showed that the inhibition was associated with a decrease in milk yield additionally indicating an important role of *PRL* in the maintenance of lactation [71–73]. The SEGFAM population showed remarkable differences in their milk production [24].

*Gonadotropin-releasing hormone 1* (*GNRH1*) encodes a protein that is secreted and cleaved to form the luteinizing hormone-releasing hormone and the prolactin release-inhibiting factor that regulate *LH* and *FSH* gene expression [74]. *LH* and *FSH* both have been early recognized to be involved in the onset of puberty in cattle and today Gonadotropin-releasing hormone is used to synchronize cows for timed artificial insemination especially in beef cattle [75, 76]. In addition, GnRH signaling was previously identified as a key modifier of differential growth at the onset of puberty in the SEGFAM population [4].

The *Estrogen-Related Receptor Gamma* (*ESRRG*) that belongs to the estrogen receptor-related receptor family has recently been shown to be important in the fibrate-mediated regulation of lipid metabolism genes in a human ApoA-I transgenic mice model [77]. Interestingly *ESRRG* was also identified to be associated with the onset of puberty in cattle [78].

## Conclusions

In the present study we investigated the genetic background of adrenocortical gene expression and identified eQTL affecting the expression levels of genes that have been reported to influence economically important traits in cattle. In addition, some of the genes and molecular pathways affected by eQTL were previously shown to contribute to the phenotypic variation of behaviour, temperament and growth at the onset of puberty in the SEGFAM population. Therefore, eQTL analysis appears to be a useful approach to gain insight into the molecular and genetic background of complex traits in cattle. Additional studies are needed to identify the causal polymorphisms and underlying molecular mechanisms (cis or trans) and the effects of genetic variation on gene expression in other tissues.

## Methods

### Animals and tissue samples

This study comprised 145 F2 cows from the experimental resource cross population (SEGFAM) that was initiated at the Leibniz Institute for Farm Animal Biology (FBN) in the P0 generation by crossing five purebred Charolais sires to purebred German Holstein cows [22]. The population was established by multiple ovulation and embryo transfer, which resulted in five half-sib and full-sib families from which 49, 35, 52, 8 and 1 cows were included in this study, respectively. The cows from the fourth and fifth family were maternally related to animals in the first and third family, respectively. All animals were housed in a loose housing barn under identical environmental and feeding conditions at the Leibniz Institute for Farm Animal Biology (FBN) in Dummerstorf, Germany [24]. The animals were slaughtered at day 30 after parturition in their second lactation following a standardized protocol. Besides other tissues mammary gland tissue and the adrenal gland were immediately taken after slaughter for DNA and RNA extraction, respectively. The adrenal gland was further dissected to separate the adrenal cortex from the medulla. 

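Genes of the chromaffin cells of the medulla were present in the cortex samples at levels that differed widely between cows. TH, the rate-limiting enzyme of catecholamine synthesis, had a mean log2 signal of 10.09 ± 1.06 (SD, n = 145 cows) and ran from 7.31 to 12.14. DBH, which makes noradrenaline, had 10.19 ± 1.11, and PNMT, which makes adrenaline, had 8.46 ± 0.97. CHGA, the granule protein chromogranin A, had 11.38 ± 0.95, and PENK, the precursor of enkephalins, had 11.62 ± 0.92. The 18 measured of 30 listed chromaffin genes rose and fell together between cows, with a mean correlation of residuals of 0.731, while the highest of 10000 matched random lists reached 0.291 (permutation test, p = 2e-04, adjusted p = 9e-04 over 27 lists). Each of the 18 correlated positively with the mean of the others. As the chromaffin mean rose, the mean of 15 genes of cortical steroid synthesis fell (r = -0.436, rho = -0.411, both with permutation p = 1e-05, the smallest possible, and adjusted p = 3e-05 over 9 pairs of lists, and r = -0.405 without the 2 cows farthest from the median). The mean of 10 endothelial genes also fell (r = -0.299, p = 2.2e-04, adjusted p = 4.95e-04, rho = -0.305, p = 2.8e-04, and -0.273 without the 2 farthest cows), and so did the mean of 5 genes of T and NK cells (r = -0.228, p = 0.00597, adjusted p = 0.0108, rho = -0.238, p = 0.00408, and -0.216 without the 2 farthest cows). The mean of 11 fibroblast and capsule genes had r = -0.00379 (p = 0.963, rho = 0.00393, p = 0.964). The steroid genes themselves had a mean correlation of 0.140, within matched random lists (permutation test, adjusted p = 0.236). Their mean follows the first residual component, the widest variation shared by the arrays within classes (absolute r = 0.623, against 0.188 for the chromaffin mean). Array-wide variation was not separated from the fall of the steroid mean. Cows were permuted as if independent although they are related, so the p-values of these correlations may be too small.

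**Figure D3:**
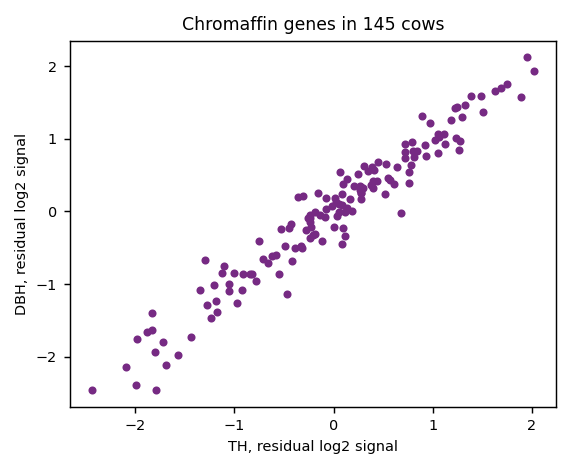
Residual log2 signal of DBH (y axis) against that of TH (x axis) after year-season and age were removed. Each point is 1 of 145 cows, and cows high in TH were high in DBH.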

All tissue samples were cut in small pieces, snap-frozen in liquid nitrogen and stored at −80 °C or in liquid nitrogen.

### DNA extraction and SNP genotyping

SNP genotyping was accomplished using Illumina® BovineSNP50 Beadchip v1.0 and v2.0. Genotype calling was performed with the Genotyping Module of the GenomeStudio V2011.1 Software (Illumina®). For this purpose genomic DNA was extracted from mammary gland tissue with the QIAmp DNA Mini Kit (QIAGEN, Hilden, Germany) and prepared for hybridization on the Illumina® BovineSNP50 Beadchip following manufacturer’s instructions. Genotype calling and quality control was performed according to [79] for v1.0 and v2.0 data separately. After quality control and filtering the v1.0 and v2.0 datasets were merged and all samples and SNPs with more than 10 % missing genotypes and a minor allele frequency of less than 5 % were excluded from further analyses. To identify inconsistencies between recorded genotypes and pedigree information, the software PedCheck [80] and a larger dataset including genotypes of P0 sires and all (male and female) F1 and F2 animals was used [81]. The final dataset comprised 37,204 SNPs of 145 animals. Chromosomal positions of SNPs are taken from [82] and are based on genome assembly UMD3.1.

### RNA extraction and microarray hybridization

Total RNA was isolated from the adrenal cortex of 145 animals using TRI Reagent (Sigma, Taufkirchen, Germany). After DNase I treatment the RNA was further purified with the RNeasy Kit (QIAGEN, Hilden, Germany) following the manufacturers recommendations. RNA was quantified using the NanoDrop ND-1000 spectrophotometer (Peqlab, Erlangen, Germany). Integrity of RNA was checked by running 1 μg of RNA on a 1 % agarose gel. Absence of DNA contamination was verified by PCR amplifying fragments of GAPDH with RNA as a template. For hybridization, 500 ng of total RNA were amplified using Ambion WT Expression Kit (Affymetrix). Subsequently, 5.5 μg of the resulting cDNA was fragmented and labeled using the Affymetrix Terminal Labeling Kit. The fragmented cDNA was hybridized to the microarray using the Affymetrix Hyb-WashStain Kit and Affymetrix standard protocols. Fluidic station protocol was FS450_0001.

For expression profiling the custom GeneChip Bovine Gene v1 Array was used. Affymetrix designed the GeneChip Bovine Gene v1 Array based on Ensemble and RefSeq predictions for the Genome Bos Taurus Build 4.0. The design was targeted to develop a whole Genome Expression Array with approximately 25 probes per transcript distributed over the whole length of each transcript. In total 194,712 probe sets targeting at approximately 24,000 transcripts are implemented on the array. In addition standard Affymetrix controls for hybridization and labeling efficiency as well as for non-specific binding are included on the array. Gene-level analysis was performed using Affymetrix® Expression Console™ Software. Microarray raw data were preprocessed using the RMA algorithm [83]. Quality control was performed in accordance to [84]. In addition, the detection above background algorithm was used to identify expressed genes. Probe sets that were present in 75 % of all samples and transcripts with at least 50 % of all probe sets present were included in the analyses. The final dataset comprised expression values for 10,986 transcripts of 145 animals. For annotation the NetAffx [85] release 34 chromosomal positions of the transcripts were used that are based on genome assembly UMD3.1. In addition the Ingenuity® gene annotation is provided including information about transcript cluster ids that target the same gene. The microarray data are deposited at Gene Expression Omnibus database [86] (GEO: GSE75371).

### Data pre-processing

After quality control and filtering the expression data was further pre-processed to account for systemic effects. Furthermore, the statistical test used for eQTL analysis required the data to be decorrelated. 

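Expression changed over the years of slaughter in a large share of transcripts. Of 10986 transcripts, 2827 rose and 2110 fell with the year (limma with the year-season class as a random block, adjusted p under 0.05). The consensus correlation of the block was slightly negative (-0.0154), so the block did not make the test stricter. Without it, 2725 rose and 1996 fell. Ribosomal protein genes rose together, with 14 of 15 measured members rising, and 14 when adjusted over the list alone. RPL11, of the large subunit, rose by 0.06 log2 units per year (standard error 0.0075, adjusted p = 1.81e-10), and RPS3, of the small subunit, by 0.05 (standard error 0.0059, adjusted p = 1.16e-10). Of 23 genes of the mitochondrial respiratory chain, 16 rose and 1 fell, with the same counts when adjusted over the list alone. COX7A2, a subunit of cytochrome c oxidase, rose by 0.09 (standard error 0.0089, adjusted p = 9.91e-15), and UQCRFS1, the iron-sulfur protein of complex III, fell by 0.025 (standard error 0.0097, adjusted p = 0.0302, but 0.0681 without the first year, 0.224 without 2005, 0.0521 without 2006, 0.0678 without 2010 and 0.119 on the means of the classes, and with a slope of -0.0012 and an adjusted p of 0.954 in the cows from 2007 on). Both lists stood out from other transcripts at a preset correlation of 0.01 (camera, adjusted p = 1.35e-07 for the ribosomal list and 1.23e-05 for the mitochondrial list, and adjusted p = 0.381 for both with an estimated correlation). Both also follow the first residual component, the widest variation shared by the arrays within classes (absolute r = 0.627 for the ribosomal mean and 0.529 for the mitochondrial mean), so array-wide variation stays open for them. Of 17 genes of cholesterol synthesis and uptake, 10 rose, also when adjusted over the list alone, among them MVD, the mevalonate decarboxylase, by 0.08 (standard error 0.017, adjusted p = 7.03e-05), while camera gave an adjusted p of 0.109. C5H12orf57 had a mean of 7.83 ± 0.41 (SD, n = 7 cows) in the first year and 8.77 ± 0.36 (SD, n = 15) in 2011, and the adjusted p of its slope from limma was 4.88e-12. MIR677, annotated as a microRNA gene, went from 10.28 ± 0.18 (SD, n = 7) to 8.79 ± 0.38 (SD, n = 15), with an adjusted p of 6.97e-15 from limma. AUTS2, a regulator of transcription in neurons, fell by 0.14 per year (standard error 0.014, adjusted p = 2.32e-15). The year also stands for storage time and for any change in the families slaughtered, as sire and dam were not in the fit. Batches of array processing are not given in the sources used here.

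**Figure D4:**
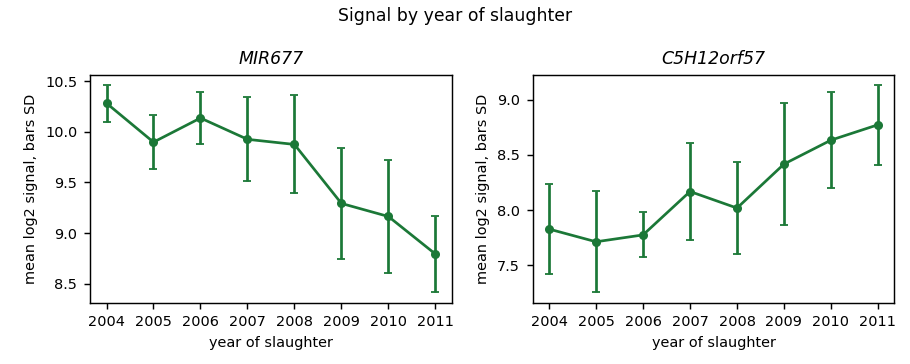
Mean log2 signal (y axis) of MIR677 and C5H12orf57 by year of slaughter (x axis). Points are means over the 6 to 39 cows of a year, bars are SDs, and MIR677 fell while C5H12orf57 rose.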

Since we expected gametic phase disequilibrium for some of the loci, we refrained from estimating kinship from SNP data but preferred the use of kinship estimates from pedigree information. Therefore the following sire-dam model was applied in ASReml [87] to account for fixed effects of season and year and age at slaughter as well as for relatedness:

$$ {y}_i={s}_j+\beta {x}_i + \mathrm{\frac{1}{2}}\ \left({a}_{if}+{a}_{im}\right)\kern0.5em +\kern0.5em {\varepsilon}_i $$

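Classes of year and season differed in 1273 transcripts (limma's moderated F-test, adjusted p under 0.05), and 2386 had an unadjusted p under 0.05. Sire and dam were not in this fit, so families spread unevenly over the classes could add to these differences. NDUFA12, an accessory subunit of complex I, had the largest F (6.48, adjusted p = 1.03e-08), followed by TXNL4A, a protein of the spliceosome (6.32), and TBCA, a tubulin folding cofactor (6.22). POLE4, a subunit of DNA polymerase epsilon, had 6.07, and GABARAPL2, a protein of autophagosomes, had 5.63. No transcript passed the test for age at slaughter, for summer against winter or for any difference between the seasons in limma, and 930, 1298 and 1357 had an unadjusted p under 0.05. These unadjusted counts depend on the fit: age had 319 with the rank of age and season 357 without the random block. Summer against winter had 748 without the block, 402 without the cows of 2010 and 2436 with winters counted for the year they ended in. In the main season fits the block had a negative consensus correlation (-0.0417), which makes tests between classes less strict. In summer against winter, the list of chromaffin genes ranked above other transcripts only at the preset correlation of camera. The estimated differences were 0.38 log2 units (standard error 0.091) for RAB3A, a GTPase of secretory vesicles, and 0.56 (standard error 0.238) for TH, the tyrosine hydroxylase. Of the 18 measured, 0 passed over all genes tested and 9 were higher when adjusted over the list alone (camera, adjusted p = 2.29e-11, and adjusted p = 0.907 with an estimated correlation). The list of immediate early genes also ranked above other transcripts only at the preset correlation (camera, adjusted p = 0.0383, and adjusted p = 0.907 with an estimated correlation). Of its 22 genes, 0 passed the test over all genes or adjusted over the list alone. With age, 0 of 11 macrophage genes, among them C1QA, a complement component, at -0.11 per 100 days (standard error 0.047), and 0 of 14 MHC genes passed over all genes or over the list alone. Both lists ranked below other transcripts only at the preset correlation (camera, adjusted p = 6.77e-05 for each, and adjusted p = 0.580 with an estimated correlation). So did the list of 8 interferon-induced genes (adjusted p = 0.00809, and adjusted p = 0.580 with an estimated correlation). Of these 8 genes, 0 passed over all genes and 3 were lower when adjusted over the list alone. With age, the list of 11 fibroblast and capsule genes ranked above other transcripts only at the preset correlation (camera, adjusted p = 0.00321, and adjusted p = 0.580 with an estimated correlation). So did the list of 18 chromaffin genes (adjusted p = 0.0105, and adjusted p = 0.979 with an estimated correlation). In these 2 lists 0 genes passed the test over all genes or over the list alone. When the first 3 components of the residuals entered the fits, 7172 transcripts differed between classes, 1187 with age, 1182 between summer and winter and 1722 between seasons. In the fits of classes and age the estimates stayed and the residual spread shrank by construction.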

where *y*_*i*_ is the expression value for transcript *y* of animal *i* (*i* = 1,…, 145), *s*_*j*_ is the fixed effect of year and season (*j* = 1,…, 25) at slaughter, *x*_*i*_ is the age in days of animal *i* at slaughter, *a*_*if*_ is the additive-genetic effect of the sire of animal *i*, *a*_*im*_ is the additive-genetic effect of the dam of animal *i* and *ε*_*i*_ is the random residual effect. To estimate the additive-genetic effects the complete pedigree data comprising 38 P0 and 52 F1 animals was used. The residuals comprise the Mendelian sampling effect as an uncorrelated genetic component as well as a random deviation. For further analysis the residuals were considered as de-correlated expression data.

### eQTL analysis

For eQTL analysis an adaptive linear rank test [27] was applied. The test was optimized to meet the challenge of non-normally distributed expression data in eQTL studies. This two stage procedure first calculates selector statistics for skewness and tail length of the de-correlated expression data. Then an appropriate linear rank test depending on the selector statistics is applied to identify differences in the expression levels per genotype group. Thus, for each pair of SNP and transcript a linear rank test is selected that is supposed to have large statistical power for the respective actual distribution. 

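Transcripts whose adaptive p differed from the Kruskal-Wallis p in Additional file 1 were more skewed than the rest. The paper's procedure picks the rank test from the skewness and tail length of each transcript, so the groups follow in part from the quantity compared. The statistic compares the upper and lower tails of the residuals, and its absolute log2 value was 0.427 ± 0.316 (SD) over 43 such transcripts and 0.289 ± 0.234 (SD) over the 92 whose p was the Kruskal-Wallis p (two-sided permutation test, p = 0.00449). The difference of 0.139 was 0.335 with no covariate removed (p = 1e-05, the smallest possible). The tail-length statistic was 2.58 ± 0.341 and 2.54 ± 0.188 (p = 0.456). Among the residuals, BOLA had a skewness statistic of 0.703 and OAS1 of 0.691, where 1 stands for symmetry.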

The available tests are Kruskal-Wallis test [88], median test [89], long tails test [90], short tails test [91], right skewness and left skewness test [92]. To account for multiple testing we applied a global significance level of 0.1 for Benjamini-Hochberg adjusted *p*-values [93] (considering all 374 million performed tests), which is approximately equivalent to a significance level of 1.3x10^−7^ for unadjusted *p*-values. This global false discovery rate (FDR) threshold of 0.1 is less conservative for trans associations than usual, but it is very conservative for cis associations, since it corresponds to a FDR threshold of approximately 0.0035 for an eQTL analysis in which only cis associations (approximately 13 million) are considered for the calculation of the Benjamini-Hochberg adjusted *p*-values. This was done because the majority of associations was expected between SNPs and transcripts for which the encoding gene of the transcript was located on the same chromosome in close vicinity to the SNP.

### Ingenuity® pathway analysis

The functional and upstream analyses were performed through the use of QIAGEN’s Ingenuity® Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity). The purpose of the functional analysis was to determine if the 129 identified genes are statistically significant over-represented (more genes than expected by chance) for a specific molecular or cellular function in comparison to a reference-set of genes. Similar to the functional analysis, the Ingenuity® upstream analysis was performed to measure whether there is a statistically significant overlap between the 129 identified genes and the genes that are regulated by a specific transcription regulator. For both tests IPA uses a Fisher’s Exact Test to determine the significance of the over-representation or overlap in comparison to a reference set. As reference set for the functional analysis the Ingenuity® Knowledge Base was chosen, because the reference network that is used to identify the upstream and master (upstream and downstream) regulators in the upstream analysis is based on the Ingenuity® Knowledge Base. Reported *p*-values are Benjamini-Hochberg adjusted.

## Additional files

Additional file 1: List of eQTL. A complete list of eQTL comprising the chromosomal position and annotation of the SNPs and transcripts as well as the results of the adaptive linear rank test, the Kruskal Wallis-test and ANOVA are provided including the *p*-values for all tests and the corresponding Benjamini-Hochberg adjusted *p*-values for the adaptive linear rank test. (XLSX 75 kb)
Additional file 2: Linkage disequilibrium decay plot. Genome-wide linkage disequilibrium (LD) decay plot for 145 cows of a F2 resource population deriving from a cross between Charolais and German Holstein founder breeds based on 37,204 polymorphic single nucleotide polymorphism (SNP) markers. The pairwise linkage disequilibrium (r^2^) between all pairs of SNPs on each chromosome was calculated and plotted against the genetic distance of the two markers. (PDF 521 kb)

## Abbreviations

ANOVA: Analysis of variance
cDNA: Complementary DNA
Chr: Chromosome
eQTL: Expression quantitative trait loci
FDR: False discovery rate
GABA: γ-aminobutyric acid
GHB: Gamma-hydroxybutyric acid
MB: Mega base-pairs
PCR: Polymerase chain reaction
QTL: Quantitative trait loci
SNP: Single nucleotide polymorphism

## References

[1] Cazier JB, Kaisaki PJ, Argoud K, Blaise BJ, Veselkov K, Ebbels TMD (2012). Untargeted metabolome quantitative trait locus mapping associates variation in urine glycerate to mutant glycerate kinase. J Proteome Res.

[2] Portelli MA, Siedlinski M, Stewart CE, Postma DS, Nieuwenhuis MA, Vonk JM (2014). Genome-wide protein QTL mapping identifies human plasma kallikrein as a post-translational regulator of serum uPAR levels. FASEB J.

[3] Ponsuksili S, Murani E, Brand B, Schwerin M, Wimmers K (2011). Integrating expression profiling and whole-genome association for dissection of fat traits in a porcine model. J Lipid Res.

[4] Widmann P, Reverter A, Fortes MR, Weikard R, Suhre K, Hammon H (2013). A systems biology approach using metabolomic data reveals genes and pathways interacting to modulate divergent growth in cattle. BMC Genomics.

[5] Yang Y, Bu D, Zhao X, Sun P, Wang J, Zhou L (2013). Proteomic Analysis of Cow, Yak, Buffalo, Goat and Camel milk whey proteins: quantitative differential expression patterns. J Proteome Res.

[6] Kadarmideen HN (2014). Genomics to systems biology in animal and veterinary sciences: progress, lessons and opportunities. Livest Sci.

[7] Hemsworth PH, Coleman GJ, Barnett JL, Borg S (2000). Relationships between human-animal interactions and productivity of commercial dairy cows. J Anim Sci.

[8] Müller R, von Keyserlingk MAG (2006). Consistency of flight speed and its correlation to productivity and to personality in Bos taurus beef cattle. Appl Anim Behav Sci.

[9] Sutherland MA, Rogers AR, Verkerk GA (2012). The effect of temperament and responsiveness towards humans on the behavior, physiology and milk production of multi-parous dairy cows in a familiar and novel milking environment. Physiol Behav.

[10] Burdick N, Randel R, Carroll J, Welsh T (2011). Interactions between temperament, stress, and immune function in cattle. Int. J. Zoonoses.

[11] Burdick NC, Banta JP, Neuendorff DA, White JC, Vann RC, Laurenz JC (2009). Interrelationships among growth, endocrine, immune, and temperament variables in neonatal Brahman calves. J Anim Sci.

[12] Kasimanickam R, Asay M, Schroeder S, Kasimanickam V, Gay JM, Kastelic JP (2014). Calm temperament improves reproductive performance of beef cows. Reprod Domest Anim.

[13] Cooke RF, Arthington JD, Araujo DB, Lamb GC (2009). Effects of acclimation to human interaction on performance, temperament, physiological responses, and pregnancy rates of Brahman-crossbred cows. J Anim Sci.

[14] Nussey S, Whitehead S (2001). The adrenal gland. Endocrinology: an integrated approach.

[15] Boscaro M, Barzon L, Fallo F, Sonino N (2001). Cushing's syndrome. Lancet.

[16] Piaditis G, Markou A, Papanastasiou L, Androulakis II, Kaltsas G (2015). Progress in aldosteronism: a review of the prevalence of primary aldosteronism in pre-hypertension and hypertension. Eur J Endocrinol.

[17] Ten S, New M, Maclaren N (2001). Addison`s Disease 2001. J Clin Endocrinol Metab.

[18] Wagner WC, Oxenreider SL (1972). Adrenal function in the cow. Diurnal changes and the effects of lactation and neurohypophyseal hormones. J Anim Sci.

[19] Wagner WC, Hansel W (1969). Reproductive physiology of the post partum cow. J Reprod Fertil.

[20] Poleti MD, DeRijk RH, Rosa AF, Moncau CT, Oliveira PS, Coutinho LL (2015). Genetic variants in glucocorticoid and mineralocorticoid receptors are associated with concentrations of plasma cortisol, muscle glycogen content, and meat quality traits in male Nellore cattle. Domest Anim Endocrinol.

[21] Reyer H, Ponsuksili S, Wimmers K, Murani E (2014). Association of N-terminal domain polymorphisms of the porcine glucocorticoid receptor with carcass composition and meat quality traits. Anim Genet.

[22] Kühn C, Bellmann O, Voigt J, Wegner J, Guiard V, Ender K (2002). An experimental approach for studying the genetic and physiological background of nutrient transformation in cattle with respect to nutrient secretion and accretion type. Arch Tierz.

[23] Weikard R, Altmaier E, Suhre K, Weinberger K, Hammon H, Albrecht E (2010). Metabolomic profiles indicate distinct physiological pathways affected by two loci with major divergent effect on Bos taurus growth and lipid deposition. Physiol Genomics.

[24] Hammon HM, Metges CC, Schulz A, Junghans P, Steinhoff J, Schneider F (2010). Differences in milk production, glucose metabolism, and carcass composition of 2 Charolais X Holstein F2 families derived from reciprocal paternal and maternal grandsire crosses. J Dairy Sci.

[25] Brand B, Hadlich F, Brandt B, Schauer N, Graunke KL, Langbein J (2015). Temperament type specific metabolite profiles of the prefrontal cortex and serum in cattle. PLoS One.

[26] Graunke LK, Nürnberg G, Repsilber D, Puppe B, Langbein J (2013). Describing temperament in an ungulate: a multidimensional approach. PLoS One.

[27] Szymczak S, Scheinhardt MO, Zeller T, Wild PS, Blankenberg S, Ziegler A (2013). Adaptive linear rank tests for eQTL studies. Stat Med.

[28] Friedrich J, Brand B, Ponsuksili S, Graunke KL, Langbein J, Knaust J (2015). Detection of genetic variants affecting cattle behaviour and their impact on milk production: a genome-wide association study. Anim Genet.

[29] Rockman MV, Kruglyak L (2006). Genetics of global gene expression. Nat Rev Genet.

[30] Williams RBH, Chan EKF, Cowley MJ, Little PFR (2007). The influence of genetic variation on gene expression. Genome Res.

[31] Holloway B, Luck S, Beatty M, Rafalski JA, Li B (2011). Genome-wide expression quantitative trait loci (eQTL) analysis in maize. BMC Genomics.

[32] Ivaska J, Pallari HM, Nevo J, Eriksson JE (2007). Novel functions of vimentin in cell adhesion, migration, and signaling. Exp Cell Res.

[33] Pfister-Genskow M, Myers C, Childs LA, Lacson JC, Patterson T, Betthauser JM (2005). Identification of differentially expressed genes in individual bovine preimplantation embryos produced by nuclear transfer: improper reprogramming of genes required for development. Biol Reprod.

[34] Maddox-Hyttel P, Alexopoulos NI, Vajta G, Lewis I, Rogers P, Cann L (2003). Immunohistochemical and ultrastructural characterization of the initial post-hatching development of bovine embryos. Reproduction.

[35] Mapletoft RJ, Hasler JF (2005). Assisted reproductive technologies in cattle: a review. Rev Sci Tech.

[36] Rodriguez-Martinez H (2012). Assisted reproductive techniques for cattle breeding in developing countries: a critical appraisal of their value and limitations. Reprod Domest Anim.

[37] Layman LC (2002). Human gene mutations causing infertility. J Med Genet.

[38] Chui MH, Ozbey NC, Ezzat S, Kapran Y, Erbil Y, Asa S (2009). Case report: Adrenal LH/hCG receptor overexpression and gene amplification causing pregnancy-induced Cushing's syndrome. Endocr Pathol.

[39] Bernichtein S, Alevizaki M, Huhtaniemi I (2008). Is the adrenal cortex a target for gonadotropins?. Trends Endocrinol Metab.

[40] Carlson HE (2007). Human adrenal cortex hyperfunction due to LH/hCG. Mol Cell Endocrinol.

[41] Hastings N, Donn S, Derecka K, Flint AP, Woolliams JA (2006). Polymorphisms within the coding region of the bovine luteinizing hormone receptor gene and their association with fertility traits. Anim Genet.

[42] Yang WC, Tang KQ, Li SJ, Chao LM, Yang LG (2012). Polymorphisms of the bovine luteinizing hormone/choriogonadotropin receptor (LHCGR) gene and its association with superovulation traits. Mol Biol Rep.

[43] Luo W, Gumen A, Haughian JM, Wiltbank MC (2011). The role of luteinizing hormone in regulating gene expression during selection of a dominant follicle in cattle. Biol Reprod.

[44] Yu Y, Pang Y, Zhao H, Xu X, Wu Z, An L (2012). Association of a missense mutation in the luteinizing hormone/choriogonadotropin receptor gene (LHCGR) with superovulation traits in Chinese Holstein heifers. J Anim Sci Biotechnol.

[45] Sawada N, Sakaki T, Ohta M, Inouye K (2000). Metabolism of vitamin D3 by human CYP27A1. Biochem Biophys Res Commun.

[46] Goodwin B, Gauthier KC, Umetani M, Watson MA, Lochansky MI, Jon LC (2003). Identification of bile acid precursors as endogenous ligands for the nuclear xenobiotic pregnane X receptor. Proc Natl Acad Sci U S A.

[47] Chiang JYL (2009). Bile acids: regulation of synthesis. J Lipid Res.

[48] Karges K, Brooks JC, Gill DR, Breazile JE, Owens FN, Morgan JB (2001). Effects of supplemental vitamin D3 on feed intake, carcass characteristics, tenderness, and muscle properties of beef steers. J Anim Sci.

[49] Bauersachs S, Ulbrich SE, Zakhartchenko V, Minten M, Reichenbach M, Reichenbach HD (2009). The endometrium responds differently to cloned versus fertilized embryos. Proc Natl Acad Sci U S A.

[50] Pimentel ECG, Bauersachs S, Tietze M, Simianer H, Tetens J, Thaller G (2011). Exploration of relationships between production and fertility traits in dairy cattle via association studies of SNPs within candidate genes derived by expression profiling. Anim Genet.

[51] Xu P, Huecksteadt TP, Hoidal JR (1996). Molecular cloning and characterization of the human xanthine dehydrogenase gene (XDH). Genomics.

[52] Weseler AR, Bast A (2010). Oxidative stress and vascular function: implications for pharmacologic treatments. Curr Hypertens Rep.

[53] Bionaz M, Loor J (2008). Gene networks driving bovine milk fat synthesis during the lactation cycle. BMC Genomics.

[54] Zhang L, Boeren S, Hageman JA, van Hooijdonk T, Vervoort J, Hettinga K (2015). Bovine milk proteome in the first 9 days: protein interactions in maturation of the immune and digestive system of the newborn. PLoS One.

[55] Ogorevc J, Kunej T, Razpet A, Dovc P (2009). Database of cattle candidate genes and genetic markers for milk production and mastitis. Anim Genet.

[56] Ponka P, Beaumont C, Richardson DR (1998). Function and regulation of transferrin and ferritin. Semin Hematol.

[57] Lukac D, Vidovic V, Nemeš Z, Stupar M, Popovic-Vranješ A (2013). Genotypic frequencies of the ß-lactoglobulin, k-casein and transferrin in Serbian Holstein-Friesian dairy cattle. Mljekarstvo/Dairy.

[58] Ju Z, Li Q, Huang J, Hou M, Li R, Li J (2011). Three novel SNPs of the bovine Tf gene in Chinese native cattle and their associations with milk production traits. Genet Mol Res.

[59] McCormick DA (1989). GABA as an inhibitory neurotransmitter in human cerebral cortex. J Neurophysiol.

[60] Chen Y, Gondro C, Quinn K, Herd RM, Parnell PF, Vanselow B (2011). Global gene expression profiling reveals genes expressed differentially in cattle with high and low residual feed intake. Anim Genet.

[61] Brown GK, Cromby CH, Manning NJ, Pollitt RJ (1987). Urinary organic acids in succinic semialdehyde dehydrogenase deficiency: evidence of a-oxidation of 4-hydroxybutyric acid, interaction of succinic semialdehyde with pyruvate dehydrogenase and possible secondary inhibition of mitochondrial ß-oxidation. J Inherit Metab Dis.

[62] Knerr I, Pearl PL, Bottiglieri T, Carter Snead O, Jakobs C, Gibson KM (2007). Therapeutic concepts in succinate semialdehyde dehydrogenase (SSADH; ALDH5a1) deficiency (gamma-hydroxybutyric aciduria). Hypotheses evolved from 25 years of patient evaluation, studies in Aldh5a1**−/−** mice and characterization of gamma-hydroxybutyric acid pharmacology. J Inherit Metab Dis.

[63] Oresic M, Hyotylainen T, Herukka SK, Sysi-Aho M, Mattila I, Seppanan-Laakso T (2011). Metabolome in progression to Alzheimer's disease. Transl Psychiatry.

[64] Thompson-Crispi K, Sargolzaei M, Ventura R, Abo-Ismail M, Miglior F, Schenkel F (2014). A genome-wide association study of immune response traits in Canadian Holstein cattle. BMC Genomics.

[65] Tsuiki H, Nitta M, Furuya A, Hanai N, Fujiwara T, Inagaki M (2000). A novel human nucleoside diphosphate (NDP) kinase, Nm23-H6, localizes in mitochondria and affects cytokinesis. J Cell Biochem.

[66] Desvignes T, Pontarotti P, Fauvel C, Bobe J (2009). Nme protein family evolutionary history, a vertebrate perspective. BMC Evol Biol.

[67] Onteru SK, Gorbach DM, Young JM, Garrick DJ, Dekkers JCM, Rothschild MF (2013). Whole genome association studies of residual feed intake and related traits in the pig. PLoS One.

[68] Bultema JJ, Boyle JA, Malenke PB, Martin FE, Dell'Angelica EC, Cheney RE (2014). Myosin vc interacts with Rab32 and Rab38 proteins and works in the biogenesis and secretion of melanosomes. J Biol Chem.

[69] Wang C, Liu Z, Huang X (2012). Rab32 is important for autophagy and lipid storage in Drosophila. PLoS One.

[70] Freeman ME, Kanyicska B, Lerant A, Nagy G (2000). Prolactin: structure, function, and regulation of secretion. Physiol Rev.

[71] Lacasse P, Lollivier V, Bruckmaier RM, Boisclair YR, Wagner GF, Boutinaud M (2011). Effect of the prolactin-release inhibitor quinagolide on lactating dairy cows. J Dairy Sci.

[72] Boutinaud M, Lollivier V, Finot L, Bruckmaier RM, Lacasse P (2012). Mammary cell activity and turnover in dairy cows treated with the prolactin-release inhibitor quinagolide and milked once daily. J Dairy Sci.

[73] Ollier S, Zhao X, Lacasse P (2015). Effects of feed restriction and prolactin-release inhibition at drying-off on susceptibility to new intramammary infection in cows. J Dairy Sci.

[74] Thompson IR, Kaiser UB (2014). GnRH pulse frequency-dependent differential regulation of LH and FSH gene expression. Mol Cell Endocrinol.

[75] Schams D, Schallenberger E, Gombe S, Karg H (1980). Endocrine patterns associated with puberty in male and female cattle. J Reprod Fertil Suppl.

[76] Day ML (2015). State of the art of GnRH-based timed AI in beef cattle. Anim Reprod.

[77] Sanoudou D, Duka A, Drosatos K, Hayes KC, Zannis VI (2010). Role of Esrrg in the fibrate-mediated regulation of lipid metabolism genes in human ApoA-I transgenic mice. Pharmacogenomics J.

[78] Fortes MRS, Reverter A, Zhang Y, Collis E, Nagaraj SH, Jonsson NN (2010). Association weight matrix for the genetic dissection of puberty in beef cattle. Proc Natl Acad Sci U S A.

[79] Illumina, Infinium Genotyping Data Analysis. http://www.illumina.com/Documents/products/technotes/technote_infinium_genotyping_data_analysis.pdf. Accessed 1 Oct 2016.

[80] O'Connell JR, Weeks DE (1998). PedCheck: a program for identification of genotype incompatibilities in linkage analysis. Am J Hum Genet.

[81] Knaust J, Hadlich F, Weikard R, Kuehn C (2016). Epistatic interactions between at least three loci determine the “rat-tail” phenotype in cattle. Genet Sel Evol.

[82] Fadista J, Bendixen C (2012). Genomic position mapping discrepancies of commercial SNP chips. PLoS One.

[83] Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B, Speed TP (2003). Summaries of Affymetrix GeneChip probe level data. Nucl Acids Res.

[84] Affymetrix, Quality Assessment of Exon and Gene Arrays. http://media.affymetrix.com/support/technical/whitepapers/exon_gene_arrays_qa_whitepaper.pdf. Accessed 1 Oct 2016.

[85] Liu G, Loraine AE, Shigeta R, Cline M, Cheng J, Valmeekam V (2003). NetAffx: Affymetrix probesets and annotations. Nucl Acids Res.

[86] Gene Expression Omnibus (GEO). http://www.ncbi.nlm.nih.gov/projects/geo/. Accessed 1 Oct 2016.

[87] Gilmour AR, Gogel BJ, Cullis BR, Thompson R (2006). ASReml User Guide Release 2.0. VSN International Ltd, Hemel Hempstead, HP1 1ES, UK.

[88] Kruskal WH (1952). A nonparametric test for the several sample problem. Ann. Math. Stat..

[89] Mood AM, Graybill FA, Boes DC (1974). Introduction to the Theory of Statistics.

[90] Büning H (1997). Robust analysis of variance. J Appl Stat.

[91] Gastwirth JL (1965). Percentile modifications of two sample rank tests. J Am Stat Assoc.

[92] Hogg RV, Fisher DM, Randles RH (1975). A two sample adaptive distribution-free test. J Am Stat Assoc.

[93] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate - A practical and powerful approach to multiple testing. J R Stat Soc Series B Stat Methodol.

How the deposited data were processed for this re-analysis (not part of the article)

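Adrenal cortex RNA of 145 F2 cows was measured on the custom Affymetrix Bovine Gene array, with 1 array per cow. The authors processed the arrays in Affymetrix Expression Console with RMA, which corrects the background, quantile-normalizes the arrays and summarises the probes of a transcript, and they kept transcripts detected above background. The deposited values are log2 signals of 10986 transcripts, and coordinates are those of Additional file 1 on UMD3.1. The correlation of any pair of arrays had a median of 0.973. In the value table, 2 columns without values were not used. Of the transcripts, 8863 have 1 gene symbol in the platform annotation, 377 have several and 1746 have none. Transcripts with several symbols were not named from the platform, and a symbol with several transcripts was represented by the transcript with the highest mean. Of the 135 transcripts of Additional file 1, 108 carry the paper's pathway annotation as their name, 22 were named by the platform only and 5 are unnamed. Of 8742 single gene identifiers of the platform, 8689 (99.4%) were found in the RefSeq gene table.

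The cows were grouped by the classes of year and season and the ages at slaughter that the sample labels give. A winter counts for the year it began in. Values were fitted with limma 3.58.1 in R 4.3.3. A fit with 25 year-season classes and age in units of 100 days gave the F-test over classes, the slope on age and the residuals, with 119 residual degrees of freedom. Summer against winter, any season difference and the linear slope on year were fitted with the year-season class as a random block (duplicateCorrelation, statmod 1.5.0), season, year and age being terms of the fits as the contrast required. All p-values were adjusted by the Benjamini-Hochberg method over the 10986 transcripts, and the threshold was 0.05. The sire and dam terms of the paper's model and its SNP tests were not refitted, because pedigree and genotypes were not analysed here. Residuals have the class means removed, so correlations between cows are correlations within classes.

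The residual SD and the share of transcripts with several components were compared with 10000 lists of other transcripts, matched in 10 groups of mean level. Components were normal mixtures with 1 to 3 components of equal variance, chosen by BIC in mclust 6.1.1. Correlations and differences between groups of transcripts or pairs used 100000 permutations, two-sided. For correlations, single cows were permuted as if independent. The paper describes half-sib and full-sib families, and family effects stay in the residuals, so the p-values of correlations between cows may be too small. A correlation was recomputed without the 2 cows farthest from the median of the first transcript or list of the pair, and within components of at least 6 cows. The skewness and tail-length statistics followed Hogg, with 5% of the values at each end. Gene lists were written down as 30 lists of pathways, cell types and the targets in Tables 1 to 3, and the 27 with at least 3 measured genes were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation and with fry as alternatives, and for the mean correlation of their residuals. Genes and pairs of genes are not independent.

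The tests, the alternatives, the lists and the rule for named genes were set before the data were examined, except where the text says otherwise. The rule named every gene that the paper names, the 10 transcripts with the smallest p in Additional file 1, whose values had been seen, the 8 largest changes in each direction among transcripts past a threshold, the 10 largest F and the 10 largest residual SDs of Additional file 1, and members of the lists past the threshold or, for a list described, up to 4 with the largest change. The other chromosome 23 and trans transcripts of Additional file 1 were named because they are the items of those statements. The fits were tested on simulated data with 200 changed transcripts per comparison. For year-season, 52% of changes of 0.5 residual SD and 100% of changes of 1 SD were recovered. For summer against winter 71% were recovered at 1 SD, and for the year slope 99% at 0.25 SD. Of 10186 unchanged transcripts, 28 were called for year-season, 11 for age, 8 for summer against winter and 7 for the year. The simulated noise was independent between transcripts and cows, whereas the first residual component of the real arrays holds 28.9% of the residual variance. These counts therefore do not give the number of false calls in the real data. The number of arrays limits the precision.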

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

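The screen was applied to the mean of 4 gene lists in year-season classes of 4 to 10 cows, and these lists were chosen after the list results were seen. It asks whether the highest or lowest cow of a class stands far from the next. Of 76 groups, 8 passed, where chance gives about 1 in 20.

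In the earliest autumn class the mean log2 signal of the chromaffin genes was 7.67 in cow 29 and 9.12 to 9.33 in the other cows. In winter 2007/2008 the mean of the immediate early genes was 8.47 in cow 113 and 9.31 to 9.68 in the others. The steroid synthesis mean was 11.47 in cow 79 of autumn 2008, against 11.30 to 11.39 in the others, and 11.28 in cow 20 of summer 2010, against 11.37 to 11.44. The macrophage mean was 9.34 in the same cow 79 of autumn 2008, against 8.03 to 8.62, and 7.91 in cow 12 of autumn 2009, against 8.31 to 8.56. It was 10.38 in cow 90 of summer 2008, against 7.74 to 8.97, and 9.62 in cow 5 of summer 2009, against 8.09 to 8.79.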

How the results depend on the processing

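Alternatives were set before the data were examined, except that shared-SNP pairs with 1 component each, with and without overlapping pairs, were added after the data were seen. The year-season count ran from 1086 to 1283 under other scalings, filters and covariates, and from 1147 (without cow 59 of autumn 2011) to 1406 (without cow 62 of autumn 2005) when each of 42 cows in classes of 5 or fewer was left out, with at least 89.5% of the 1273 transcripts kept. Quantile normalization kept 76.4%, median centring 80.9%, the filter on low means 82.3% and classes of at least 4 cows 88.5%. With the first 3 residual components as covariates it was 7172, age had 1187, summer against winter 1182 and season 1722 transcripts. For the classes and age these components lower the residual spread and by construction leave the estimates as they are; in the fits with a random block the consensus correlation also changed (-0.0417 to -0.00214 for season), and the cause was not tested. With winters counted for the year they ended in, 1 transcript, DTD1, passed for summer against winter (higher in summer by 0.18, adjusted p = 0.0357); the cause was not tested. It is named because it was the only one. The year trend had 3673 transcripts without 2011, 3736 from 2007 on, 3939 without 2005 and 6088 with the residual components. Rises made up 57.3% of its calls, and 49.3% after a second quantile normalization.

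Gene list calls fell to 0 for summer against winter, year and age with an estimated correlation, and to 0 for summer against winter and age with fry, which asks another question; the year had 6 with fry. The direction turned, with no call before or after, in fry for summer against winter in the heat shock, Table 1 lipid metabolism and GNRH1 target lists (adjusted p = 0.934), for year in the T and NK cell, MHC, Table 1 cellular compromise and lipid metabolism lists (0.990), the endoplasmic reticulum stress list (0.794) and the GNRH1 targets (0.632), and for age in the free radical scavenging (0.899) and small molecule lists (0.834). The mean correlation of the cell morphology list was -0.00638 with no covariate removed and -0.0072 with Spearman's rho. CYCS had a year slope of -0.0092 from 2007 on; the cause was not tested. Among named genes under the other year alternatives, 1752 comparisons stayed on their side of the threshold, 130 lost the call and 6 gained it. EPAS1 lost it without 2011 (adjusted p = 0.159, the highest of its alternatives, the lowest being 1.64e-05 after a second quantile normalization). The residual SD, the share with several components, the shared-SNP pairs and the selector statistics kept their side of the threshold in every alternative. No paired analysis was possible because each cow gave 1 array and replicate numbers do not repeat between classes.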

Differences from the paper's values

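The paper counts 314 cis associations and 191 trans associations at a window of 1 MB. From the positions in Additional file 1, 169 associations lie within 1 MB of the nearest end of the gene, the same number from its start, and 336 are left. No alternative set before the data were examined changes these counts. Measured from the midpoint of the gene, a distance chosen after seeing the values, 168 lie within 1 MB, 314 cis associations lie farther away, and these 314 leave 191, with all 505 associations of the paper counted. Within 5 MB of the nearest end there are 343, the paper's number.

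Additional file 1 holds 135 transcript clusters and 473 different SNPs in 505 associations, where the paper's text gives 129 transcripts and 505 SNPs. On chromosome 23 it holds 12 transcripts, where the paper's text gives 11. The paper names ARS-BFGL-NGS-2942 with NME6 and RAB32; Additional file 1 lists 0 associations of this SNP and 1 each for ARS-BFGL-NGS-98658 (NME6) and ARS-BFGL-NGS-27299 (RAB32).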

Other observations

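The pairs of list means, the test of medulla tissue by the mean correlation of the chromaffin genes, the test of class conditions by removal of the class means and the comparison of year slopes with permuted years were chosen after the results were seen. Several gene groups varied together between cows after year-season and age were removed. The 11 measured macrophage genes had a mean correlation of 0.692 (permutation test against matched lists, adjusted p = 9e-04), with C1QB, a complement component, at a mean log2 signal of 11.77 ± 0.43 (SD, n = 145 cows). The 5 genes of T and NK cells had 0.539 (adjusted p = 0.0126), the 14 MHC genes 0.468 (adjusted p = 9e-04) and the 8 interferon-induced genes, such as MX1, 0.379 (adjusted p = 0.0115). The 17 genes of cholesterol synthesis and uptake had 0.427 (adjusted p = 9e-04), and all 17 correlated positively with the mean of the others. The 15 genes of steroid synthesis had 0.140 (adjusted p = 0.236), within the matched lists. The means of the steroid and cholesterol lists rose together (r = 0.401, rho = 0.387, both with permutation p = 1e-05 and adjusted p = 3e-05, and r = 0.384 without the 2 farthest cows).

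Transcripts of Additional file 1 were less often among those that changed with the year: 47 of 135 against 4890 of 10851 others (Fisher's exact test, odds ratio 0.651, p = 0.0186). For year-season the counts were 12 and 1261 (odds ratio 0.742, p = 0.416). Neither comparison was among the tests set beforehand. The transcripts of Additional file 1 have a larger residual SD (median 0.38, against 0.24 in matched lists), so a change of the same size is harder to call in them. Fisher's test also takes transcripts as independent, which they are not.

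The year-season count can be set apart from a random regrouping of single cows: 1 of 100 regroupings, the real one, gave 1273 or more transcripts. The highest of the others gave 9. Families may be spread unevenly over the classes, and sire and dam were not in the fit. The regrouping therefore does not separate year and season from family. For summer against winter and for season, the real count was 0, which 100 of 100 regroupings reach by construction, so the comparison says nothing about chance. The highest others were 103 and 106, and where these calls come from was not tested.

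The transcripts that change with the year were the first pattern weighed. Chance is argued against for the count as a whole, since 1 of 100 reassignments of years to classes, the real one, gave 4937 or more. The highest other gave 1942, so many calls can arise without the real order of years. With 100 reassignments the share cannot fall below 1 of 100. Families may also be spread unevenly over the years, and sire and dam were not in the fit. A changing share of medulla is argued against, because slopes on the chromaffin mean account for 0.248% of the variance of the year slopes. Array-wide variation that is also present within classes stays open, with 28.3% of that variance. A gradual process such as storage or herd change may contribute, as slopes fitted up to 2007 and from 2008 on correlate across transcripts (r = 0.328, above the 0.3 set beforehand), but 7 of 101 assignments of years, the real one included, gave an r as high (highest 0.454), so storage, herd change and array batches cannot be told apart.

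For the chromaffin genes that vary together between cows, the second pattern, array-wide variation is argued against, since the mean correlation was 0.751 without the first residual component, with 0.140 as the highest matched list. It was 0.179 without the first 3 components, with 0.150 as the highest matched list, where the second of them follows the chromaffin mean itself (absolute r = 0.940). Medulla tissue left on the cortex stays open, with TH at 10.09, CHGA at 11.38 and PENK at 11.62, as the list's mean correlation of 0.731 is the pattern itself and does not tell it from a biological difference between cows in chromaffin gene expression. Dilution of cortical RNA by medulla RNA could contribute to the fall of the steroid mean (r = -0.436). The steroid mean also follows the first residual component (absolute r = 0.623), and array-wide variation was not separated from this fall. A biological difference between cows in chromaffin gene expression was not tested.

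The immediate early genes, such as FOS, JUNB and EGR1, were the third pattern, with 20 of 22 correlating positively with the mean of the others (adjusted p = 9e-04 for the mean correlation). Array-wide variation is argued against by a mean correlation of 0.420 without the first residual component (highest matched list 0.156) and of 0.437 without the first 3 (highest 0.161), and medulla tissue by the correlation of the immediate early and chromaffin means (r = -0.0363, p = 0.664). Conditions shared by a whole class are argued against as well, since the mean correlation was 0.407 with no covariate removed and 0.403 after the class means were removed, while the F of the list's mean over classes, with a permutation p of 0.236, decides nothing. The mean of glucocorticoid receptor targets, which share DUSP1 with the list, rose with it (r = 0.523, rho = 0.514, both with permutation p = 1e-05 and adjusted p = 3e-05, and r = 0.495 without the 2 farthest cows). No biological explanation was tested.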
